A study of Mus musculus with 24 samples.

How the data were processed

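The series holds 24 ATAC-seq libraries of mouse bone marrow. WT donor cells were recovered from the marrow of the femur and tibia of WT or IκB– recipients 13 to 15 weeks after transplantation, and between 500 and 1500 cells of each of 4 subsets were sorted per sample, per the labels' protocols. The subsets are the long-term hematopoietic stem cells (HSC) and the multipotent progenitor classes MPP2, MPP3 and MPP4. With 2 recipient types there are 8 groups of 3 replicates. The group and the replicate number of each library were taken from its title. In the deposited table the columns of IκB– recipients carry the letters KO and those of HSC the letters LT, and each column name matched only 1 title when read in this way. The protocol describes the HSC gate as lacking CD150 and CD48, and the HSC group is used here under its label. No sequencing batch or date is given by the labels.

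The values are raw counts per region, as deposited by the authors, for 13910 regions shared by all libraries. They are whole numbers and the column sums differ between libraries. The aligner, genome build, peak caller, duplicate filter, transposase offset and counting tool are recorded neither in the file header nor per the labels, so their effect on the counts could not be examined directly. Region widths ran from 112 to 4741 bp with a median of 346 bp. On the chromosomes named in the file, 13549 regions are autosomal, 334 are on chromosome X, 5 are mitochondrial, 22 are on unplaced contigs and 0 are on chromosome Y. No region overlapped another.

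Because the build is not named, coordinates are printed exactly as the file gives them. Gene names came from a RefSeq gene table of the assembly GRCm38.p6, which was used only for names and neighbours. Of the 13883 regions on placed nuclear chromosomes, 54.9% lay within 1 kb of an end of a protein-coding gene of that table, against 7.10% to 7.89% when all regions were shifted by 20000 or 70000 bp in either direction or by 100000 bp upwards. A region was assigned to the protein-coding gene whose end was nearest within 50 kb, which gave 12219 regions a gene. The table has no strand, exons or untranslated regions, so regions are described as within 1 kb of a gene end (either end), inside a gene body, or outside genes.

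Counts per library summed to 121599 to 963699. Before replicates were averaged, each pair within a group was compared with a chi-square test of the counts over regions with at least 10 counts in the pair. Replicates 2 and 3 of the WT MPP3 group did not differ beyond the sampling noise (chi-square per degree of freedom 1.005, p 0.348 over 13126 regions; 0.956, p 0.989 over the 5399 regions with at least 40 counts), whereas replicate 1 differed from them with 1.44 and 1.58. The counts of these libraries were summed and counted as 1 replicate, which leaves 23 replicates and n = 2 for WT MPP3; for values per library their mean was used.

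Differential accessibility was tested with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by TMM, regions were kept by filterByExpr with the groups given (13325 regions), and a robust quasi-likelihood fit of the 8 group means with 15 residual degrees of freedom was followed by quasi-likelihood F tests of contrasts. Adjusted p-values are Benjamini-Hochberg values over the regions tested in 1 contrast, and a region with an adjusted p under 0.05 is referred to as called. The contrasts were the recipient effect (IκB– against WT) in each subset, its mean over the 4 subsets, a joint test of whether it differed between subsets, its difference between each MPP subset and HSC, and each MPP subset against HSC within each recipient type. Log2 fold changes are edgeR estimates. Their standard errors (SE) are approximate: each is the absolute log2 fold change divided by the square root of the F statistic. CPM values (counts scaled to 1000000 per library) are on TMM-scaled library sizes with the SD over replicates. A floor of 3 counts was used: where all libraries of 1 group were at or under it, the fold is a lower bound computed against the floor. Floors cover counting error only, since PCR copies are not independent molecules.

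Values per library were compared between recipients with exact two-sided permutation tests, and the similarity of replicates with an exact test in 1 direction. With 3 against 3 libraries, and likewise with 3 against 2 for MPP3 where there are 10 arrangements, the smallest p reported is 0.1, so these tests cannot pass 0.05. Correlations of effects were computed across regions, which are not independent replicates, and are given with a jackknife SE over libraries and with the number of 100 splits of the libraries, the real one and 99 drawn at random, that gave a value as large.

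The fit was tested on simulated data, with 200 regions changed. Negative binomial counts were drawn with the real library sizes, estimated dispersions and 1 mean per region, taken over all libraries. The simulated groups thus had no other differences, and same-numbered libraries had no resemblance. The shares below come from this simpler setting. With a 2-fold change in 1 subset, 6.50% of the changed regions were recovered in HSC, 12.5% in MPP2, 20.0% in MPP3 and 11.5% in MPP4, and 79.5% were recovered by the mean effect when all 4 subsets changed. With a 4-fold change the shares were 64.5%, 82.5%, 83.0%, 69.0% and 96.0%. Between 0 and 16 unchanged regions were called per simulation.

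Groups, designs, contrasts, alternatives and the rule for named regions were fixed before the data were examined, except that summing the WT MPP3 libraries was decided from their counts. For each recipient effect and the mean effect, the rule names the 3 regions with the smallest p in each direction among called regions whose CPM do not overlap between the groups (for the mean effect, with the same direction in each of the 4 subsets). Where no region is called it names the 1 region with the smallest p in each direction. For WT MPP subsets against HSC it names up to 2 regions per direction. In addition 13 genes were fixed: Flt3, Cd48, Slamf1, Hlf, Mecom, Mpo, Gata1, Dntt, Pf4, Nfkbia, Tnfaip3, Selp and Vwf, each through its assigned region with the highest mean CPM. Cd48, Mpo and Gata1 had 0 tested regions assigned. The alternatives were other scalings (DESeq2's size factors, total counts, cyclic loess), other filters (none, a mean of at least 10 counts), other tests (DESeq2 1.42.0, limma-voom with limma 3.58.1), autosomal regions alone, the groups compared alone, a replicate block, a threshold of 0.1, an added threshold of 1 on the absolute log2 fold change, and each library left out in turn. The replicate block was the replicate number for the recipient effects and their mean. For all other contrasts it was the recipient type and number together. The fit of the 24 libraries kept apart is the design as first written and became an alternative when the WT MPP3 libraries were summed. A fit with the share of counts near gene ends as a covariate was added after seeing the data. A planned GC content correction was not run, because no genome sequence was used here. Planned set tests of NF-κB target genes and HSC ageing genes were void: 26 of 40 (65.0%) and 26 of 39 (66.7%) of their genes had a region within 50 kb, under the set minimum of 80%. A list of 17 glucocorticoid-responsive genes was added later.

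The labels do not say whether libraries with the same replicate number came from 1 animal or day. Deviations of log2 CPM from the group means were therefore correlated between groups. Same-numbered libraries correlated above 0 in 77 of 84 cases (from -0.051 to 0.405). In 28 of 28 pairs of groups the mean was higher for same-numbered than for other libraries. Deviations from a group mean sum to 0, so this largely follows once the same-numbered mean is above 0. It is no separate support. All 3 correlations passed 0.1 in 6 pairs of groups, of which 3 are contrasts here: WT against IκB– HSC, and MPP2 and MPP4 against HSC in WT recipients. In these the numbers could pair the libraries. The fit reported first uses no block, so it ignores this pairing. Counts with the replicate block are given beside it. Among pairs of libraries from different groups, the lowest chi-square per degree of freedom was 1.066, for WT HSC and WT MPP2 replicate 3. WT HSC replicate 3 gave 1.358 and 1.583 with the other WT HSC libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for values per library and plots.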

Results

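ATAC-seq, in which Tn5 transposase inserts sequencing adapters into open chromatin, was used to profile donor blood stem and progenitor cells after transplantation. Marrow of WT donors was placed into young WT recipients or into recipients of a line designated IκB–, named after the inhibitors of the transcription factor NF-κB; the labels do not describe its genetic change. Because all profiled cells were of WT donor origin, the comparison of recipients addresses whether the recipient environment alters accessible chromatin in donor cells. The 4 sorted subsets were HSC, the long-term stem cells, and the multipotent progenitor (MPP) classes MPP2, MPP3 and MPP4, of which MPP4 carries Flt3. Each of the 8 groups had 3 libraries. Replicates 2 and 3 of WT MPP3 did not differ beyond the sampling noise and were counted as 1 sample, so that n = 2 in that group. This was decided from the counts, and the design as first written kept the 24 libraries apart.

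Depth was low and uneven. Total counts ran from 121599 in IκB– HSC replicate 2 to 963699 in IκB– MPP3 replicate 1, a 7.93-fold range. In WT recipients the mean total was 215421 ± 40687 counts (SD, n = 3) for HSC, 323699 ± 136473 (n = 3) for MPP2, 411712 ± 132870 (n = 2) for MPP3 and 217089 ± 66885 (n = 3) for MPP4. In IκB– recipients it was 173809 ± 62887 counts for HSC, 401004 ± 273458 for MPP2, 578758 ± 334139 for MPP3 and 276474 ± 119802 for MPP4 (n = 3 each). The log2 total differed between recipients by -0.35 in HSC, 0.14 in MPP2, 0.39 in MPP3 and 0.28 in MPP4, with exact two-sided permutation p-values of 0.4, 0.9, 0.8 and 0.6 (0.9 each after Benjamini-Hochberg adjustment over the 4 subsets), where the smallest possible p was 0.1. Leaving out single libraries reversed 2 of these differences: without IκB– MPP2 replicate 1 the MPP2 difference was -0.39, and without IκB– MPP3 replicate 1 the MPP3 difference was -0.05. In HSC it was -0.13 without IκB– HSC replicate 2, and in MPP4 it was 0.02 without IκB– MPP4 replicate 1. Counts in the 5 mitochondrial regions ranged only from 13496 to 17356 per library, a 1.29-fold range, while counts in nuclear regions spanned 8.88-fold (plot of nuclear and mitochondrial counts).

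**Figure D1:**
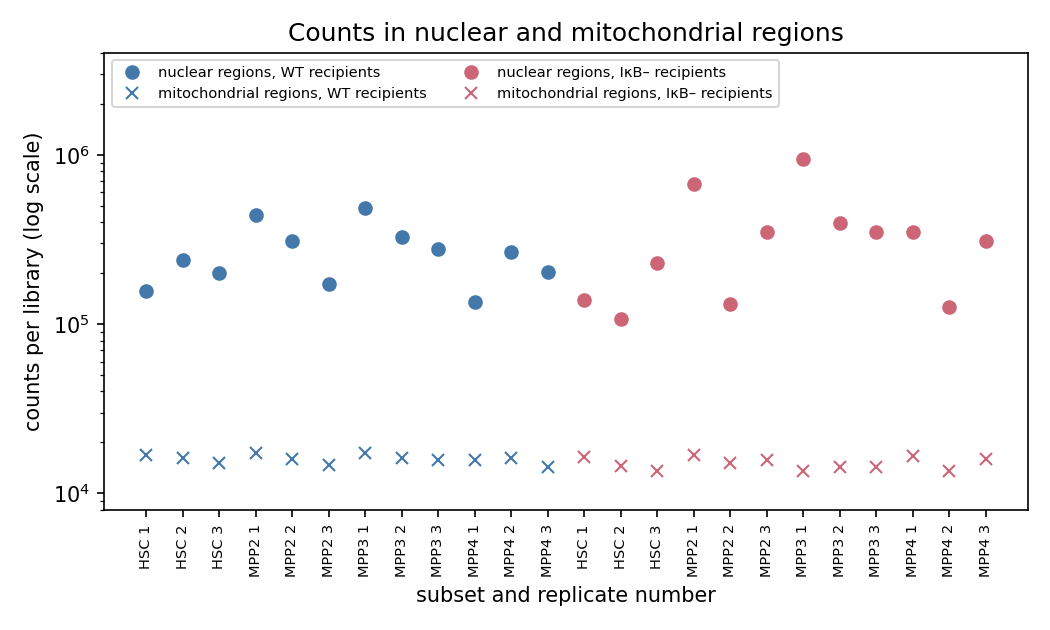
Counts per library on a log axis for each subset and replicate number, with dots for nuclear regions and crosses for mitochondrial regions, coloured by recipient. Mitochondrial counts lie between 13496 and 17356 in all 24 libraries, whereas nuclear counts vary 8.88-fold.

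The share of nuclear counts within 1 kb of a gene end was 68.1% ± 2.24 (SD, n = 3), 68.0% ± 0.325 (n = 3), 67.7% ± 0.109 (n = 2) and 66.9% ± 4.76 (n = 3) in HSC, MPP2, MPP3 and MPP4 of WT recipients, and 67.8% ± 5.62, 66.7% ± 1.18, 70.4% ± 1.48 and 66.6% ± 2.25 (n = 3 each) in IκB– recipients. The difference was 2.62 percentage points in MPP3 (exact permutation p 0.2, adjusted 0.4) and -1.23 in MPP2 (exact p 0.2, adjusted 0.4). In HSC and MPP4 it was -0.288 and -0.382 points (exact p 0.9 and 1.0, adjusted 1.0 each). Without IκB– MPP2 replicate 2 the MPP2 difference was -0.567 points. The sign in HSC and MPP4 rested on single libraries: the HSC difference was -3.43 points without IκB– HSC replicate 3 and 1.98 without IκB– HSC replicate 1, and the MPP4 difference was -2.90 without WT MPP4 replicate 1 and 1.82 without WT MPP4 replicate 3. The share on chromosome X differed by 0.0694, 0.131, 0.0250 and 0.0917 points in the 4 subsets (exact p 0.8, 0.3, 0.9 and 0.5, adjusted 0.9 each), and in MPP3 it was -0.0578 without WT MPP3 replicates 2 and 3. In HSC it was 0.00211 without IκB– HSC replicate 2, in MPP2 0.0654 without WT MPP2 replicate 3 and in MPP4 0.0274 without IκB– MPP4 replicate 1.

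Spearman correlations of log2 CPM between libraries ranged from 0.532 to 0.887 with a median of 0.740. Within a group they averaged 0.697 in HSC, 0.816 in MPP2, 0.852 in MPP3 and 0.731 in MPP4, against 0.703, 0.802, 0.818 and 0.713 between the recipients of the same subset. An exact test in 1 direction over the 10 splits of each subset gave p 0.5, 0.2, 0.1 and 0.2 (adjusted 0.5, 0.267, 0.267 and 0.267), with 0.1 the smallest possible. Leaving out WT HSC replicate 2 moved the HSC difference from -0.00621 to -0.0516, and leaving out IκB– HSC replicate 3 moved it to 0.0530; without WT MPP2 replicate 3 and without IκB– MPP4 replicate 1 the MPP2 and MPP4 differences changed sign, to -0.00617 and -0.00466. The first principal component held 21.3% of the variance and the second 12.3%. Along the first, all HSC and MPP2 libraries except IκB– HSC replicate 3 lay on one side of all MPP3 libraries, and IκB– HSC replicate 3 lay at the far opposite end (59.25, against -24.54 and -45.09 for replicates 2 and 1). Within each group replicate 3 had the highest value, for WT MPP3 as part of the summed replicate.

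**Figure D2:**
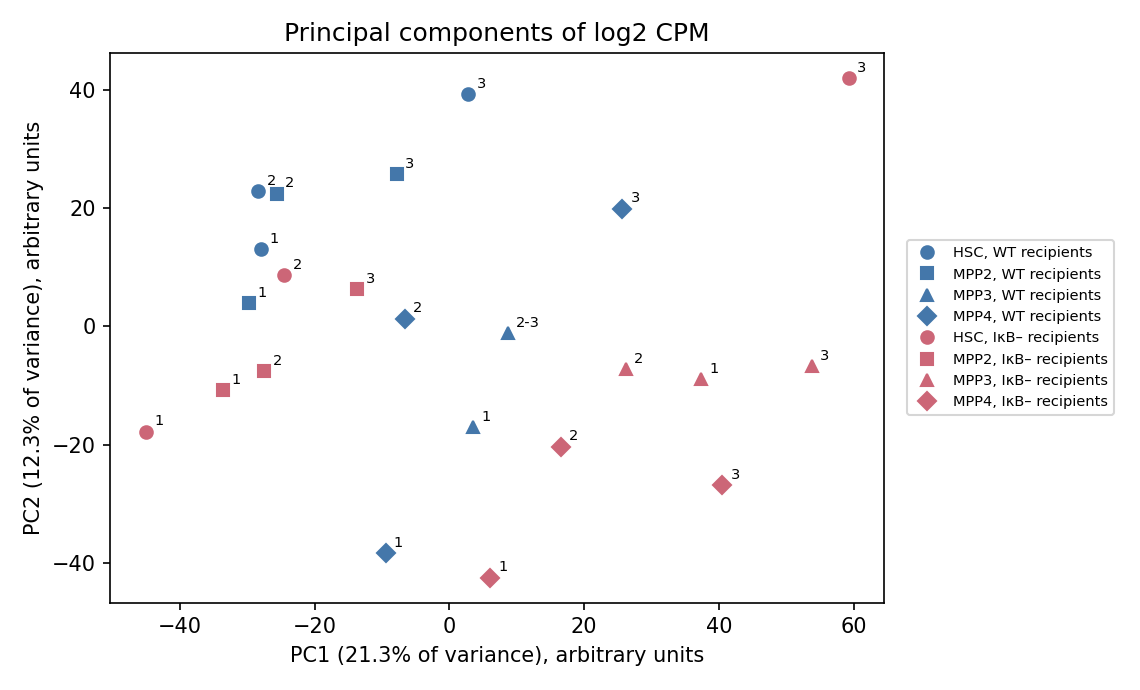
Principal components 1 and 2 of log2 CPM (21.3% and 12.3% of the variance, arbitrary units), with shape for subset, colour for recipient and the replicate number beside each point. IκB– HSC replicate 3 lies at the far right, away from the other HSC libraries.

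In HSC the recipient comparison gave 0 called regions of 13325 tested. At an unadjusted p under 0.05 there were 841 regions, where 666 are expected by chance. The smallest p among higher regions belonged to a region inside the body of Lrif1 (chromosome 3, 106721520 to 106722400), with 366 ± 50.2 CPM in IκB– and 177 ± 16.1 CPM in WT recipients (SD, n = 3 each), a log2 fold change of 1.05 ± 0.23 (SE) and an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.406. Among lower regions it was one inside Atp2b2 (chromosome 6, 113934769 to 113935048), with 20.4 ± 13.0 against 91.0 ± 23.1 CPM, a log2 fold change of -2.22 ± 0.53 and an adjusted p of 0.602. In both regions all 3 libraries of one recipient type lay beyond all 3 of the other, and neither passed the threshold. The replicate number as a block left the count at 0, and leaving out IκB– HSC replicate 1 gave 1 called region.

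MPP2 likewise gave 0 called regions, with 487 at an unadjusted p under 0.05. A region inside Rcsd1 (chromosome 1, 165680082 to 165680428) had the smallest p, with 66.7 ± 37.6 against 7.59 ± 6.61 CPM (SD, n = 3 each), a log2 fold change of 2.60 ± 0.62 (SE) and an edgeR quasi-likelihood adjusted p of 0.850. Among lower regions, one within 1 kb of an end of Rras (chromosome 7, 45017573 to 45017994) changed by -1.16 ± 0.32 with an adjusted p of 0.999. At 2-fold, 12.5% of simulated changes in MPP2 alone were recovered, so changes of that size were largely not detectable at this depth.

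In MPP3, 28 regions were called, 1 higher and 27 lower in IκB– recipients, with 1268 at an unadjusted p under 0.05. Among alternatives without a replicate block this count moved most with limma-voom, which called 7 higher and 176 lower regions, and with cyclic loess, which called 0 (518 at an unadjusted p under 0.05). With the 24 libraries kept apart it was 80 (6 higher, 74 lower). The count also rested on single libraries: without IκB– MPP3 replicate 1 it was 1, and without IκB– MPP3 replicate 2 it was 46. The higher region lay within 1 kb of an end of Mt1, a metallothionein gene (chromosome 8, 94178910 to 94179276), and had 111 ± 17.4 CPM (SD, n = 3) in IκB– and 24.8 ± 2.54 CPM (n = 2) in WT recipients. Its log2 fold change was 2.15 ± 0.39 (SE) with an edgeR quasi-likelihood adjusted p of 0.00858, and it was called in each of the 3 fits that left out 1 IκB– library (adjusted p up to 0.0423). Of the lower regions, one outside genes on chromosome 6 (109153705 to 109153970) was at least 6.56-fold lower in IκB– recipients, where all libraries were at or under the floor of 3 counts (3.34 ± 4.24 against 39.4 ± 5.95 CPM, adjusted p 0.00858). A region outside genes on chromosome 1 (145138891 to 145139303) changed by -2.21 ± 0.41 and a region inside Dcc on chromosome 18 (72304745 to 72305008) by -2.58 ± 0.48, each with an adjusted p of 0.00858. Without IκB– MPP3 replicate 1 the adjusted p of these 3 regions rose to 0.141, 0.105 and 0.105. Over all alternatives the adjusted p ran from 1.54e-05 to 0.399 for Mt1, from 4.10e-05 to 0.399 and from 0.000117 to 0.399 for the regions on chromosomes 6 and 1, and from 0.000117 to 0.489 for Dcc, with the highest values under cyclic loess. Only 1 of the 27 lower regions lay within 1 kb of a gene end, against 55.9% of all tested regions.

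In MPP4, 6 regions were called, 1 higher and 5 lower, with 946 at an unadjusted p under 0.05. With DESeq2's size factors or with total counts 1 region was called, lower in IκB– recipients, and limma-voom called 0. Leaving out 1 library gave 0 to 2 calls, for example 0 without WT MPP4 replicate 2 and 2 without WT MPP4 replicate 1. The higher region lay outside genes on chromosome 10 (99441130 to 99441371) and was at least 3.28-fold higher, with 49.8 ± 7.89 against 2.32 ± 4.01 CPM (SD, n = 3 each; edgeR quasi-likelihood adjusted p 0.0499). Each fit without 1 library left it above the threshold, with adjusted p from 0.0599 to 0.450 (without WT MPP4 replicate 3). Among lower regions, one inside Tmem131 (chromosome 1, 36919729 to 36920310) had 24.6 ± 5.04 against 108 ± 10.5 CPM, a log2 fold change of -2.19 ± 0.38 and an adjusted p of 0.0130, which rose to 0.381 without IκB– MPP4 replicate 3. A region inside Sema4b (chromosome 7, 80208753 to 80209161) and one within 50 kb of Zdhhc19 (chromosome 16, 32509527 to 32509932) changed by -2.32 ± 0.47 and -2.16 ± 0.44 with an adjusted p of 0.0499 each. These rose to 0.890 without IκB– MPP4 replicate 3 and to 0.531 without WT MPP4 replicate 3. Over all alternatives the adjusted p ran from 0.0121 to 0.450 for the higher region, 0.00149 to 0.381 for Tmem131, 0.00751 to 0.890 for Sema4b and 0.00751 to 0.546 for Zdhhc19.

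The mean recipient effect over the 4 subsets was tested next, which draws on all replicates. It called 231 regions, 81 higher and 150 lower in IκB– recipients, and 1908 regions had an unadjusted p under 0.05. The median absolute log2 fold change of called regions was 1.01, and 122 of them changed by at least 1. In 207 of the 231 regions the fitted effect had the same direction in each of the 4 subsets, whose estimates form the mean. Near gene ends lay 16 of the 81 higher and 23 of the 150 lower regions, against 55.9% of tested regions. Among alternatives without a replicate block the count moved most with cyclic loess (72; 31 higher, 41 lower), and was 392 with the gene-end share as a covariate. Leaving out 1 library moved it from 53, without WT MPP3 replicates 2 and 3, to 442, without IκB– HSC replicate 1. Random splits within each subset called at most 6 regions, in 99 draws. When the libraries of one recipient type and replicate number were kept together, with the 24 libraries apart, the real split called 287 regions and 2 of the 9 other splits called more, 747 and 880.

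**Figure D3:**
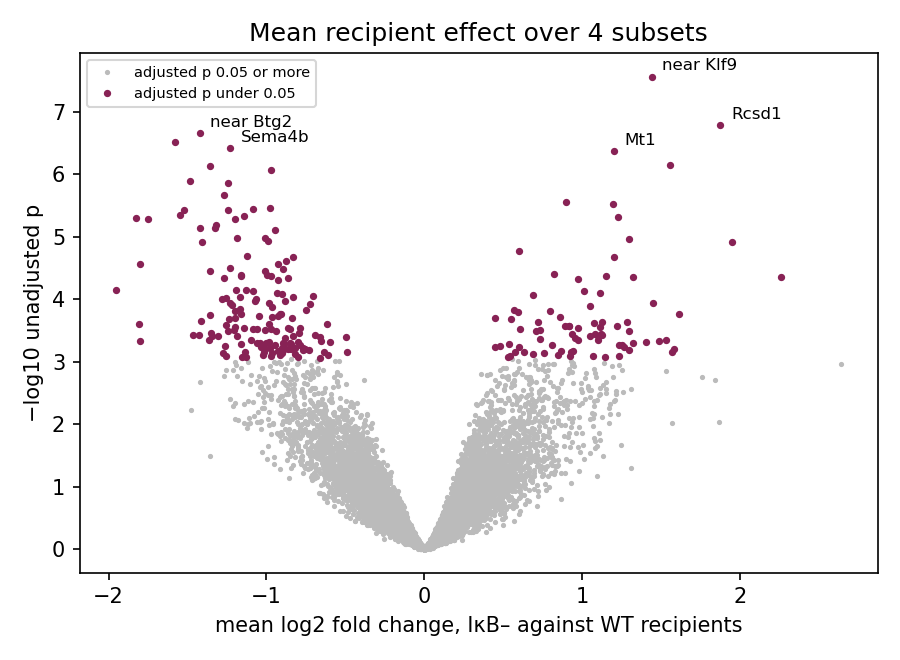
Mean log2 fold change over the 4 subsets (IκB– against WT recipients) on the horizontal axis and −log10 of the unadjusted p on the vertical axis, 1 point per tested region. The 231 regions with an adjusted p under 0.05 are dark, 81 of them higher and 150 lower.

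The region with the smallest p lay outside genes within 50 kb of Klf9 (chromosome 19, 23134882 to 23135202), with 79.9 ± 23.4 CPM (SD, n = 12) in IκB– and 28.1 ± 9.64 CPM (n = 11) in WT recipients. Its mean log2 fold change was 1.44 ± 0.21 (SE), with 1.28, 1.68, 1.47 and 1.34 in HSC, MPP2, MPP3 and MPP4, and its edgeR quasi-likelihood adjusted p was 0.000362. All 12 IκB– libraries were above all 11 WT replicates. The region inside Rcsd1 rose by 1.88 ± 0.29 (80.6 ± 40.3 against 21.1 ± 15.2 CPM) and that near the end of Mt1 by 1.20 ± 0.20 (88.8 ± 27.3 against 39.9 ± 18.3 CPM). Lower regions were one within 50 kb of Btg2 (chromosome 1, 134073183 to 134073467; -1.42 ± 0.23), the one inside Sema4b (-1.23 ± 0.20) and one outside genes on chromosome 1 (95468144 to 95468493; -1.36 ± 0.23). Adjusted p-values were 0.000948 for the first 4 of these and 0.00120 for the last. In each of the 23 fits that left out 1 library the 6 named regions stayed called, with adjusted p up to 0.00949. They were also called under all other alternatives, and the adjusted p of the region near Klf9 ran from 2.35e-07 to 0.00324 in all.

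**Figure D4:**
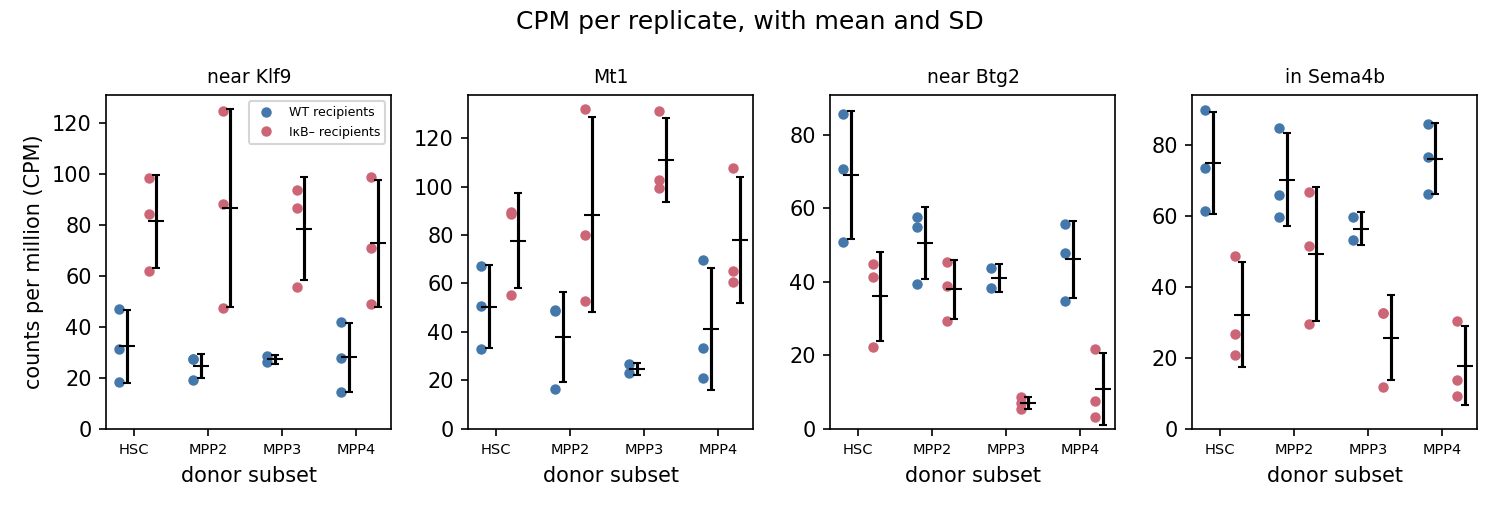
CPM per replicate (dots) with mean and SD (bars) for 4 regions named in the mean effect, by donor subset and recipient. In the region near Klf9 all IκB– values lie above all WT values, and the region near Btg2 is lower in IκB– recipients in each subset.

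**Figure D5:**
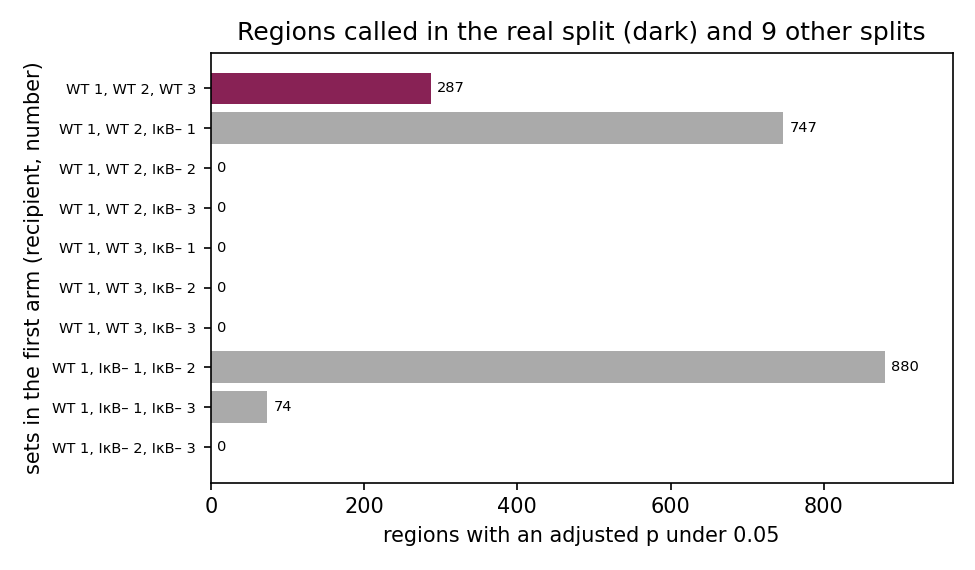
Regions called for the mean effect (horizontal axis) in each of the 10 splits of the 6 sets of libraries that share a recipient type and a replicate number, with the sets of the first arm on the vertical axis. The real split, dark, gives 287 calls, and 2 other splits give 747 and 880.

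Whether the recipient effect differed between subsets was tested directly. The joint interaction test called 0 regions, with 539 at an unadjusted p under 0.05 and 666 expected by chance. Its smallest p belonged to the region inside Dcc, with recipient log2 fold changes of -0.63, 0.88, -2.58 and -0.29 in HSC, MPP2, MPP3 and MPP4 and an edgeR quasi-likelihood adjusted p of 0.816. The differences between the effect in MPP2, MPP3 or MPP4 and that in HSC gave 0 calls each, with 525, 577 and 490 regions at an unadjusted p under 0.05. Without IκB– HSC replicate 3 the MPP3 minus HSC difference called 9 regions. With recipient type and replicate number together as a block, in a fit of the 24 libraries kept apart, the joint test called 17 regions. Among them was the one inside Dcc (adjusted p 0.0166). Over the other alternatives that kept all libraries its adjusted p ran from 0.567 to 1. Whether the recipient effect differs between subsets thus depended on the block.

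Recipient effects of different subsets, which share no library, were correlated across the 13325 tested regions. Pearson's r was 0.144 for HSC and MPP2, 0.280 for HSC and MPP3, 0.287 for HSC and MPP4, 0.139 for MPP2 and MPP3, 0.288 for MPP2 and MPP4, and 0.282 for MPP3 and MPP4. Spearman's rho was 0.115, 0.260, 0.244, 0.0902, 0.271 and 0.191 in the same order, and the jackknife SE of r over libraries was 0.182, 0.339, 0.126, 0.193, 0.141 and 0.248. Of these 6 correlations, 2 had fewer than 5 of 100 splits, counting the real one, with a value as large, HSC with MPP4 (4 splits) and MPP2 with MPP4 (1 split). When libraries of one recipient type and replicate number were kept together, values as large were found for these in 4 of 10 and 2 of 10 splits. For HSC and MPP3, r was -0.0318 without IκB– HSC replicate 3 and 0.394 without IκB– HSC replicate 1. For MPP3 and MPP4 it was 0.127 and for HSC and MPP4 0.173 without WT MPP4 replicate 2, for HSC and MPP2 0.0379 without IκB– HSC replicate 1, and for MPP2 and MPP3 0.0452 without WT MPP3 replicates 2 and 3.

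Differences between subsets were compared within each recipient type. In WT recipients MPP2 against HSC called 0 regions (503 at an unadjusted p under 0.05). It called 4, all higher in MPP2, with the replicate block, which for these contrasts joins recipient type and number. Without a block, the 2 groups fitted alone gave 6 calls and leaving out WT HSC replicate 1 gave 1. MPP4 against HSC called 1 region, and 12 with the replicate block (9 higher, 3 lower). MPP3 against HSC called 11 regions, 5 higher and 6 lower; the 2 groups fitted alone gave 139 calls (64 higher, 75 lower), total counts gave 11 with 7 higher and 4 lower, and cyclic loess gave 4 with 3 higher and 1 lower. Leaving out 1 HSC library gave 1 call (without WT HSC replicate 2) to 5 calls (without WT HSC replicate 3). A region inside Ccdc93 (chromosome 1, 121478326 to 121478658) was at least 5.11-fold higher in MPP3 (75.4 ± 22.2 CPM, n = 2, against 7.69 ± 9.53, n = 3; edgeR quasi-likelihood adjusted p 0.00257), and one inside Dbx1 (chromosome 7, 49633364 to 49633689) at least 3.62-fold higher (adjusted p 0.0181). A region inside Cavin2 (chromosome 1, 51300260 to 51300616) was lower, with a log2 fold change of -2.97 ± 0.55 and an adjusted p of 0.0181. Without WT HSC replicate 2 the adjusted p rose to 0.150 for Ccdc93, 0.203 for Dbx1 and 0.244 for Cavin2. The called region in MPP4 was the same one inside Dbx1, at least 4.45-fold higher (65.6 ± 8.69 against 5.75 ± 5.05 CPM, n = 3 each; adjusted p 0.0173, and 0.287 without WT HSC replicate 2); both comparisons share the HSC libraries. Over all alternatives the adjusted p ran from 1.51e-06 to 0.150 for Ccdc93, 0.00159 to 0.203 for Dbx1 in MPP3, 6.48e-09 to 0.244 for Cavin2 and 0.000764 to 0.456 for Dbx1 in MPP4.

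In IκB– recipients MPP2 against HSC called 0 regions (1162 at an unadjusted p under 0.05), and 5 without IκB– HSC replicate 1. MPP3 against HSC called 123 regions, 11 higher and 112 lower, and MPP4 against HSC called 16, 12 higher and 4 lower. These counts depended on single libraries. For MPP3 the count was 7 without IκB– HSC replicate 1 and 701 without IκB– HSC replicate 3; for MPP4 it was 90 without IκB– HSC replicate 3 and 1 without IκB– MPP4 replicate 1. Fitted alone, the groups compared gave 0 calls for both. Scaling by total counts, which moved the median log2 fold change of all regions by over 0.1 (to 0.119 for MPP2 and 0.152 for MPP3 against HSC), gave 24 higher and 60 lower calls in MPP3 and 24 higher and 4 lower in MPP4. Cyclic loess gave 24 higher and 91 lower, and 38 in each direction.

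The MPP minus HSC differences of WT and of IκB– recipients, which share no library, correlated across regions with a Pearson's r of 0.190 ± 0.171 (jackknife SE) for MPP2, 0.432 ± 0.0939 for MPP3 and 0.403 ± 0.0943 for MPP4 (Spearman's rho 0.177, 0.323 and 0.295). Relabelling the subsets within each recipient type gave a value as large in 13, 1 and 2 of 100 draws, counting the real one. Without WT HSC replicate 3 the MPP2 value was 0.0610.

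Of the 13 genes fixed in advance, 10 had a tested region, and 0 of the 38 gene and comparison combinations passed the threshold over all regions; adjusted over the list alone, 1 did. This was Slamf1, the gene of the sorting marker CD150, whose region (chromosome 1, 171773271 to 171773506, inside the gene body) had 6.49 ± 3.81 CPM (SD, n = 2) in WT MPP3 and 34.7 ± 18.3 CPM (n = 3) in WT HSC. Its log2 fold change was -2.35 ± 0.74 (SE), the edgeR quasi-likelihood adjusted p over all regions was 0.254, and over the list alone it was 0.0173. Without WT HSC replicate 2 the log2 fold change was -1.79 with an adjusted p of 0.844 over all regions. The protocol describes both HSC and MPP3 as lacking CD150. Whether that description of the HSC gate is right was not tested here, so the gates stay open as a source of this difference. In IκB– HSC the region had 8.87 to 13.8 CPM, and its recipient log2 fold changes were -1.74, -1.50, -2.32 and -2.25 in HSC, MPP2, MPP3 and MPP4. The region near an end of Flt3, the marker that defines MPP4, had 63.3 ± 36.7 CPM in WT MPP4 and 39.9 ± 24.2 CPM in WT HSC (0.53 ± 0.44, adjusted p 0.979; 0.11 without WT MPP4 replicate 1 and 1.05 without WT HSC replicate 3). For the NF-κB target genes Nfkbia and Tnfaip3 the mean recipient effect was 0.33 ± 0.20 (adjusted p 0.482) and 0.35 ± 0.20 (0.420), and for the HSC ageing genes Selp and Vwf it was 0.25 ± 0.15 (0.496) and -0.09 ± 0.20 (0.899). Without IκB– HSC replicate 3 the Nfkbia value was 0.04 the Tnfaip3 value 0.19 and the Selp value 0.13, and the sign for Vwf changed to 0.03 without WT MPP4 replicate 3.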

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

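The joint test was among the contrasts fixed beforehand, but its use to judge this region was chosen only after the region's opposite effects were seen. A region inside Dcc (chromosome 18, 72304745 to 72305008) moved in opposite directions in different subsets. Its recipient log2 fold change was 0.88 in MPP2, where each IκB– library lay above each WT library, and -2.58 in MPP3, where each lay below. In all, 136 comparisons were looked at for such opposite effects. If arrangements were random, 10% of comparisons of 3 against 3 libraries and 20% of those of 3 against 2 would separate without overlap, and 1% of pairs of them would separate in opposite directions. The region was in addition picked for its MPP3 effect. The joint test of whether the recipient effect differs between subsets gave it an adjusted p of 0.816 (edgeR quasi-likelihood, Benjamini-Hochberg over 13325 regions). With recipient type and replicate number together as a block, in a fit of the 24 libraries kept apart, the adjusted p was 0.0166. That fit counts WT MPP3 replicates 2 and 3, which do not differ beyond the sampling noise, as separate samples. The check of pairing did not link same-numbered MPP2 and MPP3 libraries in either recipient type. The lowest correlation was 0.088 in WT and 0.073 in IκB– recipients, under the 0.1 set for pairing. Without the block the same 24 libraries gave 0.657. Chance variation among the regions tested and a difference between subsets both stay open as candidate explanations. No other cause was tested.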

How the results depend on the processing

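Summing WT MPP3 replicates 2 and 3, which the fit reported first and most alternatives do, and the fit with the gene-end share as a covariate were chosen only after the counts were seen. The 24 libraries kept apart are the design as first written, and the other settings were fixed before.

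Each count of called regions, correlation and value per library was recomputed under the alternatives. Of 270 such values, leaving out libraries aside, 57 changed, which means that a count moved more than 1.5-fold or to or from 0, and 213 did not. Numbers in brackets are regions higher and lower. No filter and autosomal regions alone changed none.

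With DESeq2's size factors and with total counts only, the recipient effect in MPP4 called 1 region each, and total counts only gave 28 (24, 4) for MPP4 against HSC in IκB– recipients. Cyclic loess, which also replaces the edgeR test by limma-trend, gave 0 for the recipient effect in MPP3, 72 (31, 41) for the mean recipient effect, 1 for MPP2 against HSC in WT recipients, 4 (3, 1) for MPP3 against HSC in WT recipients, 5 (4, 1) for MPP4 against HSC in WT recipients, 1 for MPP2 against HSC in IκB– recipients and 76 (38, 38) for MPP4 against HSC in IκB– recipients.

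The filter at a mean of at least 10 counts gave 1 for the recipient effect in MPP4, 106 (43, 63) for the mean recipient effect, 7 (4, 3) for MPP3 against HSC in WT recipients and 51 (6, 45) for MPP3 against HSC in IκB– recipients. The DESeq2 test gave 1 for the recipient effect in MPP4, 147 (47, 100) for the mean recipient effect, 4 (1, 3) for MPP3 against HSC in WT recipients, 0 for MPP4 against HSC in WT recipients and 0 for MPP4 against HSC in IκB– recipients. Limma-voom gave 7 higher and 176 lower regions (1.8e+02 in all) for the recipient effect in MPP3, 0 for that in MPP4, 4 (1, 3) for MPP3 against HSC in WT recipients, 0 for MPP4 against HSC in WT recipients, 41 (1, 40) for MPP3 against HSC in IκB– recipients and 2 for MPP4 against HSC in IκB– recipients.

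When only the 2 groups compared were fitted, the recipient effect called 7 (1, 6) in MPP3 and 1 in MPP4. In WT recipients 6 (5, 1) were called for MPP2 against HSC, 139 (64, 75) for MPP3 against HSC and 0 for MPP4 against HSC. In IκB– recipients 0 were called for MPP3 against HSC and 0 for MPP4 against HSC. These fits have few degrees of freedom.

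At an adjusted p under 0.1 the calls were 98 (5, 93) for the recipient effect in MPP3, 432 (187, 245) for the mean recipient effect, 1 for MPP2 against HSC in WT recipients, 23 (13, 10) for MPP3 against HSC in WT recipients, 250 (35, 215) for MPP3 against HSC in IκB– recipients and 76 (51, 25) for MPP4 against HSC in IκB– recipients. At an adjusted p under 0.05 and an absolute log2 fold change of at least 1, 122 (42, 80) regions of the mean recipient effect remained.

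With 24 libraries kept apart the calls were 80 (6, 74) for the recipient effect in MPP3, 26 (11, 15) for MPP3 against HSC in WT recipients and 32 (22, 10) for MPP4 against HSC in IκB– recipients. With the gene-end share as covariate they were 392 (157, 235) for the mean recipient effect. That covariate gave 1 for MPP2 against HSC, 72 (27, 45) for MPP3 against HSC and 2 (1, 1) for MPP4 against HSC in WT recipients, and 53 (16, 37) for MPP3 against HSC and 94 (51, 43) for MPP4 against HSC in IκB– recipients.

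With the replicate block the 24 libraries were kept apart, since the summed ones carry different numbers. With the number as the block the calls were 357 (51, 306) for the recipient effect in MPP3 and 481 (214, 267) for the mean recipient effect. The other contrasts had recipient type and number together as the block, and the recipient by subset interaction called 17. In WT recipients the calls were 4 (4, 0) for MPP2 against HSC, 138 (58, 80) for MPP3 against HSC and 12 (9, 3) for MPP4 against HSC. In IκB– recipients they were 5 (3, 2) for MPP2 against HSC, 442 (82, 360) for MPP3 against HSC and 156 (103, 53) for MPP4 against HSC. The block changed no other count. Of the 231 regions called in the mean effect 228 stayed with the block, and 228 also stayed with 24 libraries kept apart and no block. Each number occurs in both recipient types of each subset, so this count says nothing about a batch shared by libraries of one number. By the rule set for pairing, the numbers pair the libraries in only 3 of the contrasts, and the fit reported first uses no block in any. The other blocked counts rest on a shared number alone.

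Leaving out 1 library moved the calls from 0 to 1 for the recipient effect in HSC, from 1 to 46 in MPP3, from 0 to 2 in MPP4, and from 53 to 442 for the mean recipient effect. For the recipient effect in MPP3 minus that in HSC they ran from 0 to 9. In WT recipients they ran from 0 to 1 for MPP2 against HSC, from 1 to 5 for MPP3 against HSC and from 0 to 1 for MPP4 against HSC. In IκB– recipients they ran from 0 to 5 for MPP2 against HSC, from 7 to 701 for MPP3 against HSC and from 1 to 90 for MPP4 against HSC. The lowest mean effect count came without WT MPP3 replicates 2 and 3 and the highest without IκB– HSC replicate 1. For MPP3 against HSC in IκB– recipients they came without IκB– HSC replicates 1 and 3, and for MPP4 against HSC in IκB– recipients without IκB– MPP4 replicate 1 and IκB– HSC replicate 3.

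Leaving out 1 library moved the correlation of recipient effects from -0.0318 to 0.394 for HSC and MPP3, from 0.0379 to 0.234 for HSC and MPP2, from 0.0452 to 0.218 for MPP2 and MPP3 and from 0.127 to 0.375 for MPP3 and MPP4. The correlation of subset differences ran from 0.0610 to 0.246 for MPP2 minus HSC. For values per library, depth ran from -0.627 to -0.126 in HSC, -0.388 to 0.729 in MPP2, -0.0535 to 0.724 in MPP3 and 0.0215 to 0.712 in MPP4 (log2). The share of counts near gene ends ran from -3.43 to 1.98 points in HSC and -2.90 to 1.82 in MPP4, and the share on chromosome X from -0.0578 to 0.113 in MPP3. Replicate similarity ran from -0.0516 to 0.0530 in HSC, -0.00617 to 0.0365 in MPP2 and -0.00466 to 0.0430 in MPP4.

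Of 1306 values for 61 named results, 110 changed: 65 no longer passed the threshold and 45 changed sign. Leaving out a library accounts for 34 and 28 of these. Every change of sign concerns a fixed gene that was not called. For Mecom in MPP3 against HSC in WT recipients (-0.01) the log2 fold change was 0.08 with total counts only, 0.02 at a mean of at least 10 counts, 0.09 with 24 libraries kept apart, 0.15 with the replicate block and 0.03 with only the 2 groups compared. For the recipient effect on Nfkbia it was -0.19 with cyclic loess, -0.02 with limma-voom and -0.08 with the gene-end share as covariate in HSC, -0.02 with cyclic loess and -0.03 with the replicate block in MPP2, and -0.10 with the covariate in MPP3. Tnfaip3 in MPP4 changed to -0.13 with limma-voom and 0.00 with only the 2 groups compared. Selp in HSC changed to -0.04 with cyclic loess. Vwf in MPP2 changed to 0.00 with total counts only, 0.01 with limma-voom and 0.01 with only the 2 groups compared.

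Leaving out 1 library changed the sign of further values for fixed genes. In WT recipients the ranges for MPP2 against HSC were -0.11 to 0.68 for Flt3, -0.62 to 0.24 for Slamf1, -0.61 to 0.09 for Hlf and -0.18 to 0.44 for Mecom. For MPP3 against HSC they were -0.35 to 0.28 for Hlf and -0.12 to 0.13 for Mecom, and for MPP4 against HSC -0.08 to 0.56 and -0.23 to 0.60. For the recipient effect Nfkbia ran from -0.92 to 0.68 in HSC and -0.21 to 0.16 in MPP2, Tnfaip3 from -0.01 to 1.19 in HSC and -0.26 to 0.39 in MPP4, and Selp from -0.36 to 0.35 in HSC and -0.01 to 0.42 in MPP3. Vwf ran from -0.14 to 0.14 in MPP2, -0.44 to 0.24 in MPP3, -0.04 to 0.64 in MPP4 and -0.16 to 0.03 in the mean recipient effect.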

Other observations

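The tests of the correlations of subset differences, of thinning, of limma-trend and of the glucocorticoid-responsive list were set before their results were seen, and all other tests in this part were chosen only after the result was seen.

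Splits of the libraries show how often chance alone gives results of this size; each number includes the real split. Among the 10 splits of a pair of groups, as many regions at an unadjusted p under 0.05 were found in 6 for the recipient effect in HSC, 4 for that in MPP2, 4 for MPP2 against HSC in WT recipients and 5 for MPP2 against HSC in IκB– recipients. As many called regions were found in 1 split for the recipient effect in MPP3, 1 for that in MPP4, 1 each for MPP3 and MPP4 against HSC in WT recipients, and 2 each for MPP3 and MPP4 against HSC in IκB– recipients, where other splits reached 361 and 39 calls. Since 1 of 10 is the least these tests can give, none of them can tell a real difference from a chance one.

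Among 100 splits within subsets, only the real one (1) called as many as the 231 regions of the mean recipient effect. The joint interaction test had as many regions at an unadjusted p under 0.05 in 57, and the recipient effects in MPP2, MPP3 and MPP4 minus that in HSC in 61, 59 and 70. When libraries of one recipient type and number were moved together, the real split had the most such regions for the interaction (589, 1 of 10 splits; at most 407 in others), and the differences for MPP2, MPP3 and MPP4 ranked 2, 4 and 2 of 10. With 10 splits this cannot pass 0.05, and the block changed the interaction from 0 to 17 calls, so a difference between subsets is neither shown nor excluded. For correlations of recipient effects, 21 splits were as large for HSC and MPP2, 7 for HSC and MPP3, 4 for HSC and MPP4, 16 for MPP2 and MPP3, 1 for MPP2 and MPP4 and 5 for MPP3 and MPP4. With libraries of one recipient type and number moved together, the counts in the same order were 5, 2, 4, 7, 2 and 3 of 10, which leaves these correlations open to the same doubt as the mean effect. For the subset differences in WT and IκB– recipients, 13, 1 and 2 of 100 relabellings were as large for MPP2, MPP3 and MPP4 minus HSC. A difference of MPP3 and of MPP4 from HSC that is shared by both recipient types is thus likely.

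These splits treat libraries as independent, and libraries of one recipient type and replicate number may share an animal or a day. When such libraries were moved together, 3 of 10 splits called as many regions as the real one (287 real, 747 and 880 in other splits). Both of the others put numbers 1 and 3 into different arms. With the number as a block the real split called 481 regions, and exchanging the recipients of number 1, 2 or 3 gave 2, 0 and 0. The mean recipient effect can therefore not be told apart from a resemblance of libraries of one recipient type and number. An effect of the IκB– recipient on donor cells might underlie it and remains an untested hypothesis. These splits use 24 libraries, so WT MPP3 replicates 2 and 3, counted once elsewhere, fall into different arms in some of them, the exchanges of numbers 2 and 3 included. Number 1 shares no such library with the others. Of the 200 regions with the smallest p in numbers 2 and 3, 74.5% had the same sign in number 1, against 54.5% of all tested regions. With number 2 or 3 held out the shares were 86.5% and 92.5%, against 60.6% and 62.6%, but there WT MPP3 replicates 2 and 3 lie on both sides. Fits of the remaining numbers called 0 regions without number 2 and 33 without number 3. Without number 1, WT MPP3 keeps only the libraries counted once elsewhere, so no count is given.

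Depth was tested in 2 ways as a source of the regions called in the mean effect. After every library was thinned to 121599 counts, 1 region was called. Such a loss was set beforehand as the outcome if depth were the cause, but thinning also costs power, and only 9082 regions were tested. Of the 144 called regions among them 143 kept their direction. This cannot decide the question, since the thinned counts are drawn from the libraries in which these regions were called. With log2 depth as a covariate, chosen afterwards, 219 of the 231 stayed past the threshold. Depth is thus an unlikely sole source, though the thinning result alone leaves it open. With the share of counts near gene ends as a covariate 231 of 231 stayed.

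For the lower MPP3 calls away from gene ends, a library-wide shift of counts towards gene ends was considered. In MPP3 the median log2 fold change was 0.08 over tested regions near gene ends and -0.164 over the others. With that share as a covariate 24 of the 28 calls stayed, so such a shift is not a likely sole source. A part in these calls stays open. The covariate has 1 slope per region for all groups, and in MPP3 the share was higher in every IκB– library than in every WT library. Cyclic loess left 0 calls, which might mean that it removed a trend with abundance. However, limma-trend without loess also called 0, with 512 regions at an unadjusted p under 0.05 against 518 with loess, and the median log2 fold change of the 28 regions was -1.80 without and -1.74 with it. The change of test rather than the loess step thus emptied the list.

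Mitochondrial counts were nearly equal in all libraries. The largest number of counts per bp in any region of any library was 1.86, which is consistent with a filter that keeps few reads per position, as when duplicates are removed. The filter itself is not recorded by the labels.

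IκB– HSC replicate 3 was closest to IκB– MPP3 replicate 3 (Spearman's rho 0.860). A score of MPP3 against HSC regions, built in WT libraries, was -0.09 for it, against -0.82 and -0.81 in the other IκB– HSC libraries. An exchange of the labels of the 2 libraries is not a likely explanation, since the library labelled IκB– MPP3 replicate 3 scored 1.50, as high as or higher than 1.11 and 0.96 in its group. A share of MPP cells in the HSC library is a possible explanation, and its sorting purity was not tested. This library also had the highest share of counts near gene ends of all libraries (74.1%). Within each group number 3 was highest on the first principal component, for example 25.61 in WT MPP4 against -9.49 and -6.62. For WT MPP3 this was the summed replicate. A resemblance of libraries of number 3 thus stays open as well.

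For 19 of 23 replicates the nearest one was of the same recipient type, where 11 are expected. Of these, 11 also shared the replicate number, where 5.76 are expected (the summed WT MPP3 replicate counts as sharing numbers 2 and 3), so recipient type and number could both contribute.

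The regions near Klf9 and Mt1 lie by genes that respond to glucocorticoids, which prompted a list of 17 other such genes. Its regions were higher in IκB– recipients in 18 of 20 cases, with a median log2 fold change of 0.16 and 1 called. The camera p was 0.00339 with a preset correlation of 0.01, 0.0427 with fry and 0.0907 with an estimated correlation. When libraries of one recipient type and number were moved together, 4 of 10 splits moved the list as far (0.168 real, 0.199, 0.184 and -0.227 in others). A glucocorticoid response in IκB– recipients is possibly present, and these data cannot tell it from chance.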
